# Bach2 Deficiency Leads to Spontaneous Expansion of IL-4-Producing T Follicular Helper Cells and Autoimmunity

**DOI:** 10.3389/fimmu.2019.02050

**Published:** 2019-09-04

**Authors:** Heng Zhang, Qianwen Hu, Min Zhang, Fang Yang, Cheng Peng, Zhen Zhang, Chuanxin Huang

**Keywords:** Bach2, T follicular helper cells, IL-4, autoimmunity, BCL6

## Abstract

The transcription factor Bach2 is a susceptible gene for numerous autoimmune diseases including systemic lupus erythematosus (SLE). *Bach2*^−/−^ mice can develop a lupus-like autoimmune disease. However, the exact cellular and molecular mechanisms via which Bach2 protects the hosts from developing autoimmunity remains incompletely understood. Here, we report that Bach2 ablation on T cells, but not B cells, resulted in humoral autoimmunity, and this was associated with expansion of T follicular helper (Tfh) cells and abnormal germinal centers. Bach2 was down-regulated in Tfh cells and directly suppressed by the Tfh-defining transcription factor BCL6. Mechanistically, Bach2 directly suppresses the transcription of Cxcr5 and c-Maf, two key regulators of Tfh cell differentiation. Bach2-deficient Tfh cells were skewed toward the IL-4-producing subset, which induced IgG1 and IgE isotype switching of B cells. Heterozygous Bcl6 deficiency reduced the formation of germinal center and autoantibodies, and ameliorated the pathology in Bach2-deficient mice. Our findings identify Bach2 as a crucial negative regulator of Tfh cells at steady state and prove that Bach2 controls autoimmunity in part by restraining accumulation of pathogenic Tfh cells.

## Introduction

The transcription factor Bach2 belongs to the BTB and Cap'n'collar (CNC) gene family and functions within multiple innate and adaptive lineages to control immune responses (1). Genetic polymorphisms within the *BACH2* gene locus in human are associated with numerous autoimmune and allergic diseases including asthma (2), vitiligo (3), multiple sclerosis (4), type I diabetes (5), and systemic lupus erythematosus (SLE) (6). *Bach2*^−/−^ mice developed autoantibodies and spontaneous lethal inflammatory diseases (7), suggesting an essential role of Bach2 in controlling autoimmunity. Bach2 is highly expressed in GC B cells and promotes antibody class switching and suppresses plasma cell differentiation (8, 9). Bach2 is also expressed by T cells, and directs T helper (Th) cell differentiation, homeostasis, and effector functions (1). Bach2 constrains full effector differentiation within Th1, Th2, and Th17 cells *in vitro* (7). Bach2 maintains Th cells in a naïve state by suppressing effector memory-related genes (10). Bach2 promotes Foxp3^+^ regulatory T (Treg) cell differentiation and enhances Treg-mediated immunity (7, 11). More recently, we reported that SUMO-specific protease 3 (SENP3) act as a pivotal regulator of Treg cells by controlling the SUMOylation and nuclear localization of Bach2 (12). In addition, Bach2 suppresses the differentiation of Th2 cells, and *Bach2*-deficient mice develop lethal lung-specific Th2-type allergic inflammation (13, 14). These findings help explain the emergence of Bach2 as a key suppressor of autoimmunity.

T follicular helper (Tfh) cells, a unique subset of CD4 helper T cells, are specialized in providing cognate help to B cells to form GCs. Within GCs, Tfh cells interact with B cells through the co-stimulatory and co-inhibitory molecules, including CD40L, ICOS, and programmed cell death protein 1 (PD-1), to facilitate the selection and maturation of high-affinity B cells (15, 16). However, excessive Tfh cells impair positive selection by reducing competition among B cells for T cell help, thus yielding a lower threshold for selection that allows for emergence of self-reactive clones. Aberrant expansion of Tfh cells results in pathogenic autoantibodies and is frequently associated with autoimmune diseases, including SLE (17–19). Numerous mouse studies have supported a causal role of Tfh cells in autoimmune diseases (20–22). In addition, increased blood memory Tfh cells were frequently observed in human autoimmune diseases such as SLE, and positively correlated with serum autoantibody titers and disease severity (23, 24), suggesting an important role of Tfh cells in the pathogenesis of these diseases. Tfh cells are proposed to be potential therapeutic targets in human autoimmune diseases.

Tfh cells are generally considered to be of a separate Th cell lineage and arise from naive CD4^+^ T cells with sequential steps in response to T-cell-dependent antigen (15, 16). Naive CD4^+^ T cells are primed by dendritic cells and up-regulates the chemokine (C-X-C motif) receptor CXCR5, which enables them to migrate into B cell follicles to further differentiate into Tfh cells. However, Tfh cells can also be generated from the conversion of other effector T cells under the conditions of chronic and sustained antigenic stimulation (25, 26). Tfh cell differentiation is tightly controlled by numerous lineage-specific transcription factors including B cell lymphoma 6 (BCL6), c-Maf, and Blimp1 (27, 28). BCL6 is a master transcription factor of Tfh cells, and Tfh cell differentiation is completely abrogated in *Bcl6*-deficient CD4^+^ T cells (29–31). c-Maf acts as a positive regulator of Tfh cell differentiation in mice and humans, and induces the expression of many Tfh-related genes including *Cxcr5* and *IL-21* (32–34). Interestingly, some regulators of Tfh cell differentiation, such as transcription factor Ets1 (35), are encoded by human autoimmunity-prone genes, and their deficiency causes Tfh-driven humoral autoimmune diseases in mice.

In this study, we report that genetic deletion of *Bach2* in T cells, but not in B cells, recapitulated the lupus-like autoimmunity in *Bach2*^−/−^ mice. *Bach2* deficiency in T cells results in spontaneous accumulation of IL-4-producing Tfh cells. We also provide the evidence that Bach2 controls autoimmunity in part by restraining aberrant Tfh cell formation.

## Materials and Methods

### Mice

*Bach2*^fl/fl^ mice (ES Clone ID: *EPD0689_1_H02*) were generated at the Wellcome Trust Sanger Institute and the neo cassette was removed after crossing with FLPe transgenic mice (The Jackson Laboratory). Cd4-Cre, Cd19-Cre, and ERT2-Cre transgenic mice were from The Jackson Laboratory. *Bcl6*^fl/fl^ mice are described previously (36). All mice were crossed on a C57BL/6J background. All mice were maintained in a specific pathogen-free (SPF) facility, and all animal experiments were in accordance with protocols approved by the Institutional Animal care and Use Committee (IACUC) of Shanghai Jiao Tong University, School of Medicine.

### Flow Cytometry and Antibodies

Single-cell suspensions of spleens, MLNs, and PPs were prepared from fresh tissues by standard procedures and surface-stained in FACS buffer with monoclonal antibodies. The following antibodies were obtained from eBioscience, BD PharMingen, or BioLegend: anti-B220-PE, FITC, BV650 or APC (RA3-6B2), anti-Fas PE-Cy7 (Jo2), anti-CD38-PE or PerCP/Cy5.5, anti-GL7-FITC (GL7), anti-IgM-APC (II/41), anti-IgG1-FITC (RMG1-1), anti-IgE-FITC (RME-1), anti-CD86-APC (GL1), anti-ICOS-FITC (7E.17G9), anti-CD44-APC (1M7), anti-CD62L-FITC (MEL-14), anti-PD1-PE or FITC (J43), and anti-CD4-APC or APC-CY7 (GK1.5). CXCR5 was stained with biotinylated anti-CXCR5 (clone 2G8) and streptavidin-conjugated PE, APC, or PE/CY7 (BD Biosciences). For intracellular staining, cells were fixed and permeabilized with “Foxp3 staining buffer set” (eBioscience) following the manufacturer's protocol and then stained with anti-Foxp3-PE (FJK-16s, ebiosciences) and anti-BCL6-PerCP/CY5.5. To identify cytokine secretion, lymphocytes were routinely prepared and stimulated with PMA (phorbol 12-myristate 13-acetate, 20 ng/ml, Invitrogen) and inomycin (1 μg/ml, Invitrogen) in the presence of Golgi-Plug (1 μg/ml, Invitrogen) for 5 h. Cells were stained with anti-CD4 antibodies, followed by permeabilization in Fix/Perm buffer (BD, Pharmingen), and intracellular staining in Perm/Wash buffer (BD Pharmingen) with anti-IL-4-PE (11b11) and anti-IFN-gamma-FITC (XMG1.2). NP-PE was from Biosearch Technologies. FACS analysis was performed on a Fortessa II (BD), and data were analyzed with FlowJo software (Tree Star).

### Histology

Kidneys were fixed in 10% neutral buffered formalin, embedded in paraffin, sectioned at 7 μm, and stained with hematoxylin and eosin. Immunohistochemistry was performed as described previously (9). Briefly, after antigen retrieval and pretreatment with 3% hydrogen peroxide, tissue sections (7 μm) were then incubated with biotin-conjugated PNA (Vector Laboratories) overnight at 4°C, followed by streptavidin–alkaline phosphatase and detected by the Alkaline Phosphatase Substrate Kit III (Vector Laboratories). The sections were then boiled for 10 min, incubated with biotin-conjugated anti-B220 (RA3-6B2, Caltag metsystems), followed by streptavidin-HRP and developed using DAB kit. To visualize IgG position in the glomeruli, kidney sections (7 μm) were incubated with blocking buffer and stained with HRP-conjugated anti-mouse IgG antibody (Jackson ImmunoResearch), followed by streptavidin-HRP and developed using DAB kit. Images were taken using a color camera (AxioCam; Carl Zeiss Microimaging) and were analyzed using Axiovision software (Carl Zeiss Microimaging).

### Immunization and Tamoxifen Treatment

Mice were immunized intraperitoneally (i.p.) with SRBCs (1 × 10^8^ cells per mouse). Tamoxifen (80 mg/kg, Sigma) in corn oil (Sigma) was given by oral gavage on day 8 post immunization to induce the activity of the Cre recombinase. Mice were analyzed on day 5 after tamoxifen treatment.

### Mixed Bone Marrow Chimera

To determine the intrinsic role of Bach2, a mixture of congenic CD45.1^+^ wild-type bone marrow cells (80%) together with CD45.2^+^ tested bone marrow cells (20%) either from WT or *Bach2*^Δ*CD*4^ mice were transferred intravenously into lethally irradiated (5.5 Gy, twice) CD45.1^+^ WT recipient mice. After at least 8 weeks of bone marrow reconstitution, the recipients were subjected for analysis.

### RNA Sequencing and Data Analysis

A total of 1–3 × 10^4^ Tfh cells (CD4^+^B220^−^CD44^+^PD-1^+^CXCR5^+^) were sorted from the MLNs of WT and *Bach2*^fl/fl^Cd4-cre mice using a FACSAria II cell sorter (BD Biosciences) at the core facility of Shanghai Institute of Immunology. cDNA was synthesized and amplified using the SMARTer Ultra Low RNA Kit for Illumina Sequencing (Clontech). The library for mRNA sequencing was generated using Illumnia TruSeq Preparation Kit (RS-122-2001) and sequenced using Illumnia Nextseq500 sequencer. The mapping rate was 96% overall across all the samples in the dataset. HTSeq was used to quantify the gene expression counts from Tophat2 alignment files. Differential expression analysis was performed on the count data using R package DESeq2. *P* values obtained from multiple tests were adjusted using Benjamini-Hochberg correction. Significantly differentially expressed genes are defined by a Benjamini-Hochberg corrected *P* value < 0.01 and fold change > 2.

### Enzyme-Linked Immunosorbent Assay (ELISA) and Detection of Autoantibodies

Serum titers of immunoglobulin subclasses were determined by specific ELISA kits (SouthernBiotech) according to the manufacturer's protocol. To detect anti-dsDNA autoantibodies in sera, high-binding ELISA plates were coated overnight with 2 μg/ml dsDNA from calf thymus (Sigma-Aldrich). Coated plates were blocked with 1% BSA and 0.5% gelatin in TBS for 2 h at room temperature, and diluted samples were incubated overnight at 4°C in TBS with 1% BSA. Bound anti-dsDNA antibodies were detected with AP-conjugated anti-mouse IgG (Jackson ImmunoResearch) and streptavidin-HRP (Bioresearch) followed by TMB substrate solution (eBioscience). Absorbance was measured at 450 nm. Serum titers of anti-ANA antibodies were determined by ANA Hep Screen ELISA kit (Demeditec) according to the manufacturer's protocol.

### Naive CD4^+^ T Cell Isolation and Differentiation *in vitro*

Naive CD4^+^ T (CD44^low^CD62L^high^CD25^−^) cells were purified using a CD4^+^ naive T cell negative isolation kit according to the manufacturer's protocol (STEMCELL Technologies). The *in vitro* differentiation experiments were performed as previously described. Naive CD4^+^ T cells were stimulated with immobilized anti-CD3 (5 μg/ml; 145-2C11; eBioscience) and anti-CD28 (5 μg/ml; 37.51; eBioscience) for 2 days. Then, the cells were washed and transferred to a new plate and further expanded in medium with hIL-2 (50 U/ml, R&D Systems) for 2 days. For Tfh-like cell differentiation, naive CD4^+^ T cells were activated with anti-CD3 and anti-CD28 as above and treated with 20 ng/ml IL-6 (R&D Systems), 20 ng/ml IL-21 (R&D Systems), 10 μg/ml anti-IL-4 (11B11, eBioscience), 10 μg/ml anti-IFN-γ (XMG1.2, eBioscience), and 20 μg/ml anti-TGF-β (1D11, R&D Systems) for 4 days.

### RT-qPCR

Total RNA was prepared with Trizol (invitrogen) and cDNA was synthesized using Superscript reverse transcriptase and random primers (Invitrogen). Quantitative PCR (qPCR) was performed using Power SYBR Green PCR master mix (Vazyme). The sequences of gene-specific primers are listed in the Supplementary Information. All reactions were performed in triplicate and results were calculated by the change-in-threshold (2^−ΔΔ*CT*^) method with *Act*β as housekeeping reference gene.

### ChIP-qPCR

Spleen naive CD4^+^ T cells were stimulated with immobilized anti-CD3 (5 μg/ml; 145-2C11; eBioscience) and anti-CD28 (5 μg/ml; 37.51; eBioscience) antibodies for 2 days before analysis. Human Tfh cells were isolated from tonsils as described previously (37). Cells were cross-linked with 1% formaldehyde and neutralized with 0.125 M glycine. Cell lysates were sonicated to 300–500 bp and immunoprecipitations were performed with anti-BCL6 (N-3; Santa Cruz Biotechnology Inc.), anti-BACH2 (9), or IgG as a control. After complete washing, immunoprecipitated DNA was eluted in elution buffer and reversely cross-linked at 65°C overnight. DNA was purified and quantified by real-time PCR. Gene-specific primers are listed in Table S1.

### Statistical Analysis

Student's *t*-test was performed for statistical analysis. The software GraphPad Prism 5 was used for this analysis. *P* values higher than 0.05 are considered to be not significant.

## Results

### *Bach2* Ablation in T Cells Is Sufficient to Recapitulate the Autoimmunity in *Bach2^−/−^* Mice

*Bach2*^−/−^ mice have been known to develop autoantibodies and age-related lethal autoimmunity (7). To determine which types of immune cells play key roles in disease development, we generated cell-type-specific *Bach2*-deficient mice where *Bach2* was deleted in CD4^+^ T cells (*Bach2*^Δ*CD*4^) or B cells (*Bach2*^Δ*CD*19^). *Bach2*^Δ*CD*4^ mice were undistinguishable from the *Cd4*-Cre mice (designated WT) littermates by 2 months of age. From 3 months of age, *Bach2*^Δ*CD*4^ mice spontaneously developed a progressive wasting disease that resulted in diminished survival compared to WT mice (Figures 1A,B). Two- to 3-month-old *Bach2*^Δ*CD*4^ mice generated higher concentrations of antibodies to double-stranded DNA (anti-dsDNA) and nuclear antigen (anti-ANA) in their serum (Figure 1C), which are the hallmarks of autoimmune diseases in humans. In contrast, these abnormalities were not detected in *Bach2*^Δ*CD*19^ mice (Figures 1A–C). Two- to 3-month-old *Bach2*^Δ*CD*4^ mice contained significantly higher amounts of serum IgM, IgG1, and IgA compared to age-matched WT controls (Figure 1D). However, the titers of serum IgG2b, IgG2c, and IgG3 were comparable between the two groups (Figure 1D). We also detected higher titers of anti-dsDNA and anti-ANA IgG1, but not other IgG2 subclasses, in the serum of these *Bach2*^Δ*CD*4^ mice (Figure 1E and data not shown). Aged *Bach2*^Δ*CD*4^ mice displayed prominent IgG deposits in kidney glomeruli (Figure 1F), and spontaneously developed splenomegaly and lymphadenopathy (Figure 1G). These abnormalities became prominent when they reached 5–6 months of age and showed signs of illness. In summary, these results demonstrate that Bach2 in T cells is essential to prevent humoral autoimmunity in mice.

**Figure 1:**
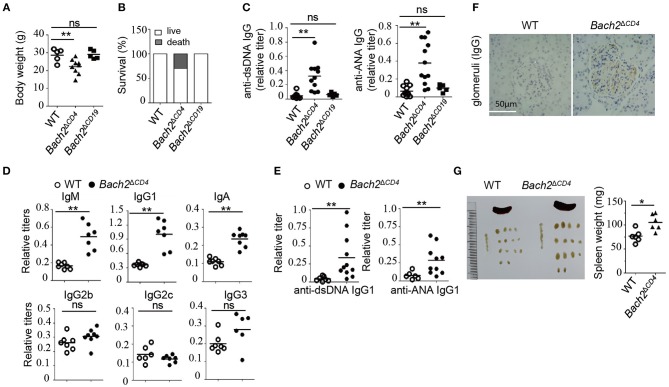
Loss of Bach2 in T cells causes humoral autoimmunity. **(A,B)** Body weight **(A)** and survival rate **(B)** of wild-type (WT), *Bach2*^Δ^^CD4^, or *Bach2*^Δ*CD*19^ mice at 5 months of age. **(C)** Titer of anti-dsDNA antibodies and anti-nuclear antibodies (ANA) in the sera of WT, *Bach2*^Δ^^CD4^, or *Bach2*^Δ*CD*19^ mice at 2–3 months of age. **(D)** Titers of immunoglobulins in sera of WT and *Bach2*^Δ^^CD4^ mice at 2–3 months of age. **(E)** Titers of anti-dsDNA and ANA IgG1 in the sera of WT and *Bach2*^Δ^^CD4^ mice at 2–3 months of age. **(F)** Immunochemistry of IgG deposit in renal glomeruli. **(G)** Representative images (left) of spleen and lymph nodes of WT and *Bach2*^Δ^^CD4^ mice at 5 months of age. The weight of spleens from indicated mice is shown at the right. Each symbol represents one mouse; small horizontal lines indicate the mean; ns, not significant; ^*^P < 0.05 and ^**^P < 0.01 (two-tailed *t*-test).

### *Bach2* Deficiency Results in Excessive Tfh Cells and Aberrant GC B Cells in Mesenteric Lymph Nodes and Peyer's Patches

Abnormal Tfh cell responses can lead to the development of autoimmunity (19, 26). We next examined whether Tfh cells and GCs were altered in *Bach2*^Δ*CD*4^ mice. GCs are chronically induced in the mesenteric lymph nodes (MLNs) and Peyer's patches, as a result of continuous B cell stimulation by a wide range of microbiota and food-derived antigens. For the next analyses, we used 8–10-week-old *Bach2*^Δ*CD*4^ mice before they developed lymphoproliferative disease. The MLNs from *Bach2*^Δ*CD*4^ mice had normal cellularity, but a lower proportion of CD4^+^ T cells when compared to the WT counterparts (Figure S1A). Consistent with previous reports, *Bach2*^Δ*CD*4^ mice contained a higher frequency of CD44^hi^ active/memory fraction in the CD4^+^ compartment within the MLNs (Figure S1B). However, *Bach2*^Δ*CD*4^ mice had a significantly higher frequency and absolute number of follicular T cells (CXCR5^+^PD-1^+^ or CXCR5^+^Bcl6^+^) among CD4^+^ T cells than WT mice (Figure 2A). We next sought to determine whether expansion of follicular T cells in *Bach2*^Δ*CD*4^ mice was selective to Tfh (CXCR5^+^PD-1^+^Foxp3^−^) and/or Tfr (CXCR5^+^PD-1^+^Foxp3^+^) cells. We found that among CXCR5^+^PD-1^+^ follicular T cell compartments in *Bach2*^Δ*CD*4^ mice, the ratio of Tfh to Tfr cells was shifted significantly toward the Tfh cell subset (Figure 2B), suggesting an expansion of Tfh cells to a larger extent than that of Tfr cells. Ablation of *Bach2* in T cells has been shown to decrease Foxp3^+^ Treg cells (7). Indeed, the percentage of Treg cells tended to decrease in the MLNs of *Bach2*^Δ*CD*4^ mice, although with no significance (Figure S1C). The absolute number of Treg cells in the MLNs of *Bach2*^Δ*CD*4^ mice was significantly reduced because of their decreased CD4^+^ T cell compartment (Figure S1C). Interestingly, we found that the frequencies of Tfr cells among Foxp3^+^ CD4^+^ Treg cells and Tfh cells among Foxp3^−^ CD4^+^ T cells increased by about two- and four-fold in the MLNs of *Bach2*^Δ*CD*4^ mice compared to WT mice, respectively (Figure S1D). The absolute numbers, however, were significantly elevated only for Tfh but not Tfr cells in *Bach2*^Δ*CD*4^ mice (Figure S1D). Thus, the Tfr/Tfh ratio, a critical factor dictating the magnitude of antibody production, was reduced in *Bach2*^Δ*CD*4^ mice due to greater expansion of Tfh cells relative to Tfr cells.

**Figure 2:**
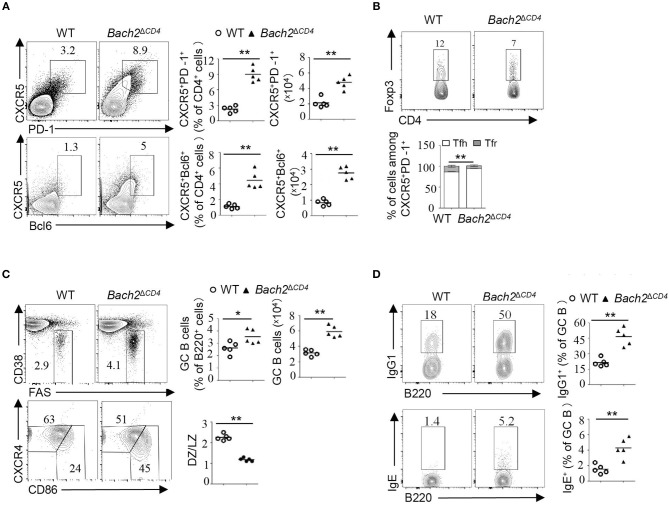
*Bach2*^Δ^^CD4^ mice display excessive Tfh cells and aberrant GC B cells in the MLNs. Lymphocytes from the MLNs of WT and *Bach2*^Δ^^CD4^ mice at 2–3 months of age were subjected for analysis. **(A)** Representative flow cytometry plots, frequency quantification, and absolute number of CXCR5^+^PD-1^+^ and CXCR5^+^Bcl6^+^ T follicular cells (gated on CD4^+^B220^−^ cells). **(B)** Representative flow cytometry plots and frequency quantification of Tfh (Foxp3^−^) and Tfr (Foxp3^+^) cells among CXCR5^+^PD-1^+^ CD4 T cells. **(C)** Representative flow cytometry plots, frequency quantification, and absolute number of CD38^lo/−^Fas^+^ GC B cells among splenic live B220^+^ cells. Quantification of the ratio of CD86^hi^CXCR4^lo^ light zone (LZ) to CD86^lo^CXCR4^hi^ dark zone (DZ) B cells among GC B cells (bottom). **(D)** Representative flow cytometry plots and frequency quantification of IgG1^+^ and IgE^+^ cells among splenic GC B cells. All data were from at least two independent experiments. Each symbol represents one mouse, and small horizontal lines indicate the mean. ns, not significant; ^*^P < 0.05 and ^**^P < 0.01 (two-tailed *t*-test).

We then investigated whether excessive Tfh cells induced abnormal GCs in the MLNs of *Bach2*^Δ*CD*4^ mice. *Bach2*^Δ*CD*4^ mice had a significantly higher frequency and absolute number of Fas^+^CD38^lo^ GC B cells in the MLNs when compared to WT mice (Figure 2C). Moreover, *Bach2*^Δ*CD*4^ mice had a greater proportion of CXCR4^lo^CD86^hi^ light zone cells among GC B cells (Figure 2C). The proportions of IgG1^+^ and IgE^+^ GC B cells were significantly increased in the MLNs of *Bach2*^Δ*CD*4^ mice (Figure 2D), indicating that Bach2 in Tfh cells affects antibody isotype switch within B cells. Similarly, excessive Tfh cells and deregulated GCs were observed in the Peyer's patches of *Bach2*^Δ*CD*4^ mice (Figure S2). To further determine the cell-intrinsic role of Bach2 in constraining Tfh cells, we generated mixed bone marrow chimeras by reconstituting lethally irradiated CD45.1^+^ WT mice with a 4:1 ratio mixture of bone marrow cells from CD45.2^+^ *Bach2*-deficient and WT donor mice, respectively (Figure S3). Eight weeks after transplantation, we observed that CD45.2^+^ *Bach2*-deficient CD4^+^ T cells developed more Tfh cells compared to CD45.2^+^ WT CD4^+^ T cells in the MLNs and Peyer's patches (Figure S3), indicating that Bach2 regulates Tfh cell formation intrinsically. In conclusion, Bach2 in T cells is critical to limit Tfh cell differentiation and regulate the GC responses in chronic GCs.

### *Bach2* Deficiency in T Cells Enhances the Formation of Spontaneous GCs in the Spleen

Spontaneous GCs are induced without immunization or infection, and contribute to steady-state antibody production. Aberrant spontaneous GCs produce pathogenic autoantibodies and have been described in many autoimmune diseases such as SLE (21). We next explored whether Bach2 deficiency in T cells affects the generation of spontaneous GCs. We found that 4–5-month-old *Bach2*^Δ*CD*4^ mice had significantly higher frequencies of CXCR5^+^PD-1^+^ follicular T cells in their spleens (Figure 3A). Among the follicular T cell compartment in *Bach2*^Δ*CD*4^ mice, the Tfh to Tfr cell ratio shifted significantly toward the Tfh cell subset in their spleens (Figure 3A). Furthermore, the frequency of GC B cells was significantly elevated in the spleens of *Bach2*^Δ*CD*4^ mice compared to WT mice (Figure 3B). Immunohistochemical staining further revealed that the spleens of *Bach2*^Δ*CD*4^ mice contained considerably more and larger peanut agglutinin (PNA)-positive GCs than did their WT counterparts (Figure 3C). Although the frequencies of dark zone B cells among GC B cells in the spleen of *Bach2*^Δ*CD*4^ mice were equivalent to that of WT mice (Figure 3B), the proportion of IgG1^+^ and IgE^+^ cells was significantly higher (Figure 3D). Interestingly, the accumulation of Tfh cells and GC B cells was not observed in the spleens of young *Bach2*^Δ*CD*4^ mice at 6–8 weeks of age (data not shown). In conclusion, Bach2 in T cells is required to limit the formation of spontaneous GCs under steady state.

**Figure 3:**
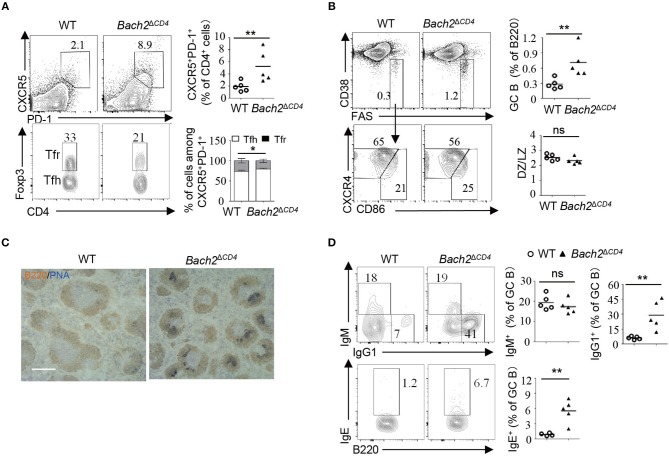
*Bach2*^Δ^^CD4^ mice develop spontaneous GCs in the spleens with age. The lymphocytes from the spleens of WT and *Bach2*^Δ^^CD4^ mice at 3–5 months of age were subjected for analysis. **(A)** Representative flow cytometry plots and frequency quantification of splenic CXCR5^+^PD-1^+^ T follicular cells (gated on CD4^+^B220^−^ cells) (top). Representative flow cytometry plots and frequency quantification of Tfh (Foxp3^−^) and Tfr (Foxp3^+^) cells among CXCR5^+^PD-1^+^ CD4 T cells (bottom). **(B)** Representative flow cytometry plots and frequency quantification of GC B cells among splenic live B220^+^ cells. Quantification of the ratio of LZ to DZ B cells among GC B cells (bottom). **(C)** Representative PNA staining of splenic sections from WT and *Bach2*^Δ^^CD4^ mice (scale bars, 1 mm). Blue, PNA; brown, B220. **(D)** Frequencies of IgM^+^, IgG1^+^, and IgE^+^ cells among GC B cells. All data were from at least two independent experiments. Each symbol represents one mouse, and small horizontal lines indicate the mean. ns, not significant; ^*^P < 0.05 and ^**^P < 0.01 (two-tailed *t*-test).

### Bach2 Is Down-Regulated During Tfh Cell Differentiation and Directly Suppressed by BCL6

A previous study showed that naive CD4^+^ T cells express higher levels of Bach2 compared to effector/memory CD4^+^ cells (30). To better understand the role of Bach2 in Tfh cells, we first examined the mRNA abundance of Bach2 during Tfh cell differentiation. Quantitative RT-PCR revealed that *Bach2* mRNA abundance was markedly reduced during Tfh cell differentiation (Figure 4A). Then, we sought to figure out the mechanism by which Bach2 is suppressed in Tfh cells. The transcriptional repressor BCL6 is highly expressed in Tfh cells and acts as a master regulator of Tfh differentiation (15–17). Therefore, we hypothesized that Bach2 may be a direct target of BCL6. By analyzing published chromatin immunoprecipitation sequencing (ChIP-Seq) of human primary tonsillar Tfh cells (35), we identified multiple BCL6 binding peaks at the BACH2 gene promoter and gene body (Figure 4B). The binding of BCL6 at the *BACH2* promoter region was confirmed by ChIP followed by quantitative PCR (Figure 4C). To investigate whether BCL6 represses Bach2 expression, WT and *Bcl6*^*ERT*2*Cre*^ mice were immunized i.p. with SRBCs, a T-cell-dependent antigen, to induce Tfh cell response in the spleen. On day 8 after immunization, mice were administrated with one dose of tamoxifen by oral gavage to induce Cre activity for *Bcl6* deletion in Tfh cells. Acute deletion of *Bcl6* in Tfh cells led to an increase of *Bach2* mRNA abundance (Figure 4D). Collectively, these results demonstrate that BCL6 directly binds to Bach2 and suppresses its transcription.

**Figure 4:**
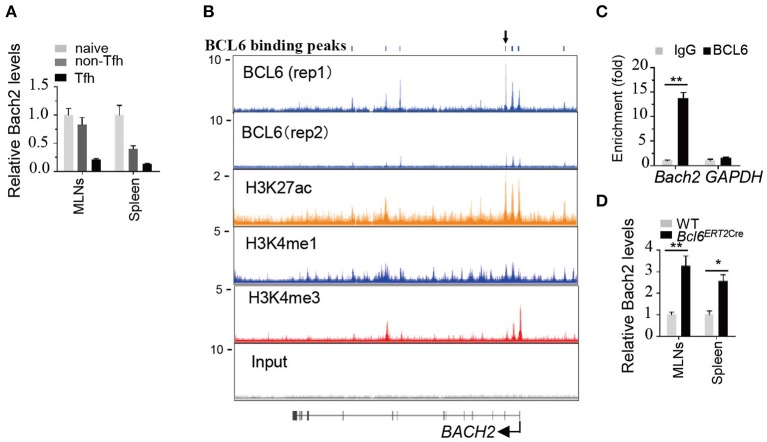
*Bach2* is down-regulated during Tfh cell differentiation and directly suppressed by BCL6. **(A)** Relative *Bach2* mRNA abundance in naïve (CD44^low^CD62L^high^), non-Tfh (CD44^high^CD62L^low^CXCR5^−^PD1^−^), and Tfh cells isolated from the MLNs and/or spleens of WT mice at 2 months of age, determined by RT-qPCR. **(B)** The illustration depicting ChIP-seq tracks of BCL6 and indicated histone marks at the *BACH2* gene in primary human Tfh cells. BCL6 binding peaks are shown at the top. **(C)** ChIP-qPCR analysis of BCL6 binding peak indicated by arrow in **(B)**. The fold enrichment was calculated relative to IgG. Data are mean ± s.e.m. **(D)** The relative mRNA expression levels of *Bach2* in Tfh cells sorted from the MLNs and spleens of 2-month-old WT and *Bcl6*^*ERT*2*Cre*^ mice 5 days post tamoxifen treatment. Data are mean ± s.e.m. of two mice per group. ^*^P < 0.05 and ^**^P < 0.01 (two-tailed *t*-test).

### Bach2 Represses Tfh-Related Genes Including *C-Maf* and *Cxcr5*

To gain further insight into the mechanisms by which Bach2 inhibits Tfh cell differentiation, we compared the mRNA abundance of a group of key molecules known to be crucial for the differentiation of Tfh cells in WT and *Bach2*-deficient naive CD4^+^ T cells activated *in vitro* under unbiased conditions (Th0) or conditions that promote the differentiation of Tfh cell-like (Tfh-like) cells. *Bach2* deficiency promotes activated CD4^+^ T cells to express high level of *IL-4* (Figure 5A), in agreement with a previous report (13, 14). Interestingly, the mRNA levels of *Cxcr5* and c-*Maf* were up-regulated by about 6- and 32-fold in *Bach2*-deficient vs. WT CD4^+^ T cells cultured in Th0 cell condition, respectively (Figure 5A). Moreover, the mRNA levels of *Cxcr5* and c-*Maf* were increased by about seven-fold in *Bach2*-deficient CD4^+^ T cells cultured under Tfh-like cell conditions (Figure 5A). However, the expression levels of other Tfh cell-related genes, including *Bcl6, Batf*, and *Icos*, were largely unchanged, suggesting that Bach2 may suppress Tfh differentiation mainly *via* repression of *Cxcr5* and c-*Maf*. In line with this, *Bach2*-deficient non-Tfh (CD4^+^CD44^high^CXCR5^−^PD1^−^) cells expressed higher mRNA levels of c-*Maf, Cxcr5*, and *IL-4*, but not *Bcl6* (Figure 5B). Unexpectedly, Bach2 appeared not to affect the expression of c-*Maf* and *Cxcr5* in Tfh cells (Figure 5B), and this is likely due to low abundance of Bach2 in these cells (Figure 4A). Finally, we observed that *Bach2*-deficient naïve CD4^+^ T cells contained a greater proportion of CXCR5^+^ cells and expressed higher c-Maf protein abundance *in vivo* (Figure 5C). The protein expression of CXCR5 and c-Maf was comparable between WT and *Bach2*-deficient Tfh cells (Figure 5D).

**Figure 5:**
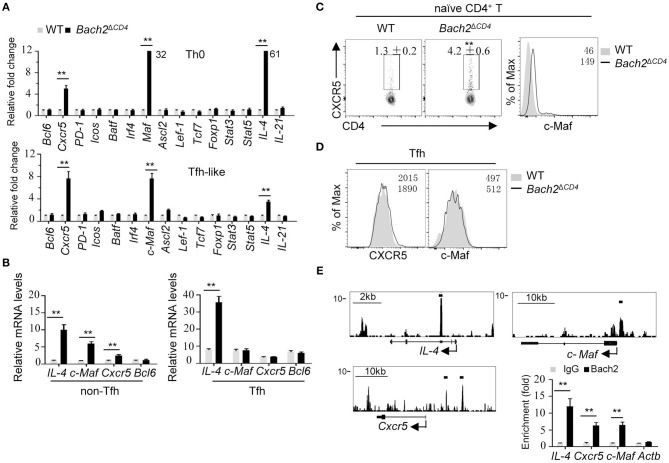
Bach2 negatively regulates the mRNA abundance of *Cxcr5, Maf*, and *IL-4*. All cells were isolated from 2-month-old mice for analysis. **(A)** Relative mRNA levels of indicated genes in splenic naïve CD4^+^ cells (CD44^low^CD62L^high^) cultured in Th0 or Tfh-like cell condition. Data were from two independent experiments and represented as fold changes relative to WT cells after normalization with *Actb*. Numbers adjacent to black bars indicate fold in each. **(B)** RT-qPCR analysis of mRNA levels of indicated genes in WT and *Bach2*-*deficient* non-Tfh (CD44^high^CXCR5^−^PD1^−^) and Tfh cells. Data were represented as up-regulation relative to WT non-Tfh cells after normalization with *Actb*. **(C)** The frequency of CXCR5^+^ cells and c-Maf protein abundance in naïve CD4^+^ T cells from the MLNs. **(D)** Flow cytometric analysis of CXCR5 and c-Maf protein abundance in Tfh cells. **(E)** The illustration of ChIP-seq tracks of Bach2 at indicated genes in CD4^+^ T cells (left). Bach2-bound sites were indicated by black lines. ChIP-qPCR analysis of Bach2 binding at indicated genomic loci. The fold enrichment was calculated relative to IgG. Data are mean ± s.e.m. of two independent experiments from at least three mice per group. ^**^P < 0.01 (two-tailed *t*-test).

We next investigated the molecular mechanism by which Bach2 suppresses *Cxcr5* and c-*Maf* transcription. Bach2 is known to act primarily as a transcription repressor. By analyzing published Bach2 ChIP-Seq data in activated CD4^+^ T cells (13), we found that Bach2 was recruited to the intron region of *IL-4*, the promoter region of c-*Maf* and upstream of the promoter of *Cxcr5* (Figure 5E). The binding of Bach2 at these loci were further confirmed by ChIP-qPCR in activated CD4^+^ T cells (Figure 5E), indicating that Bach2 negatively and directly regulates *IL-4*, c-*Maf*, and Cxcr5. Interestingly, Bach2 bound to the *IL-4* gene, but not *Cxcr5* and c-*Maf* genes in Tfh-like cells (Figure S4), consistent with the observation that WT and Bach2-deficient Tfh cells expressed the similar levels of Cxcr5 and c-Maf (Figures 5B,D).

### *Bach2* Deficiency Promotes Tfh Cells to Skew Toward IL-4-Producing Subset

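RNA from Tfh cells, the CD4+ T cells that help B cells in germinal centers, was sequenced in 3 samples from WT mice and 3 from *Bach2* fl/flCd4-cre mice, in which *Bach2* is deleted in T cells. Between 10000 and 30000 cells per sample were sorted from the MLNs of mice aged 2 to 3 months. The authors amplified the cDNA with the SMARTer Ultra Low kit, aligned the reads with Tophat2, counted them on genes with HTSeq and divided the counts by a size factor of each sample. The values used here are these normalized read counts, a signal for each of 14744 genes in each of the 6 libraries. In each library 100% of the values are whole multiples of 1 step. From these steps 6585742 and 7823717 reads were recovered for WT replicates 2 and 3, and 5045131, 10987752 and 7197242 reads for replicates 1, 2 and 3 labelled Bach2-deficient. WT replicate 1, whose values sum to 7809702 normalized counts, has a step of 1.01, and would have 7737531 reads if a step were 1 read. A rule on units that accepts no step this near a power of 10 kept it out of the count tests, although its values are not rounded to whole numbers. WT replicate 1 had 11648 genes above 0, against 13111 to 13567 in the other libraries.
Differences were tested on log2(normalized count + 1) with limma, with a trended variance and Benjamini-Hochberg adjustment, over the 11296 genes with a value of at least 10 in at least 3 libraries. The added 1 shrinks the log2 fold change of genes with low values. A gene at 0 in a single library can instead show a larger change than its group means do. *Klrd1*, at 0 in WT replicate 1, had a log2 fold change of 2.00 with means of 64.4 in WT and 99.0 in the group labelled Bach2-deficient. Single-gene values of 3 libraries against 3 cannot give a 2-sided exact permutation p under 0.1.
The deleted gene was examined first. *Bach2* lies on chromosome 4 of GRCm38 from 32238804 to 32586108 and was at 187 ± 71.0 (SD, n = 3) normalized counts in the WT libraries and at 584 ± 182 (SD, n = 3) in the libraries labelled Bach2-deficient. It was thus higher in each library labelled Bach2-deficient than in each WT library, with a log2 fold change of 1.68 (standard error 0.37, limma adjusted p = 0.141). The counts are per gene, so reads on exons outside the deleted ones are part of them, and genes overlapping *Bach2* on either strand can share reads with it. Because this gene goes against the label, the group is called the libraries labelled Bach2-deficient.
The libraries also differed in how their values varied with transcript length. Across 11264 genes, Spearman's rho between the log2 fold change and the length of the longest transcript in GENCODE M21 was 0.339, where genes are not independent replicates. With the trend in length and GC content taken off each library, the log2 fold change of *Bach2* was 1.13 (standard error 0.42), a setting chosen after the values were seen.

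**Figure D1:**
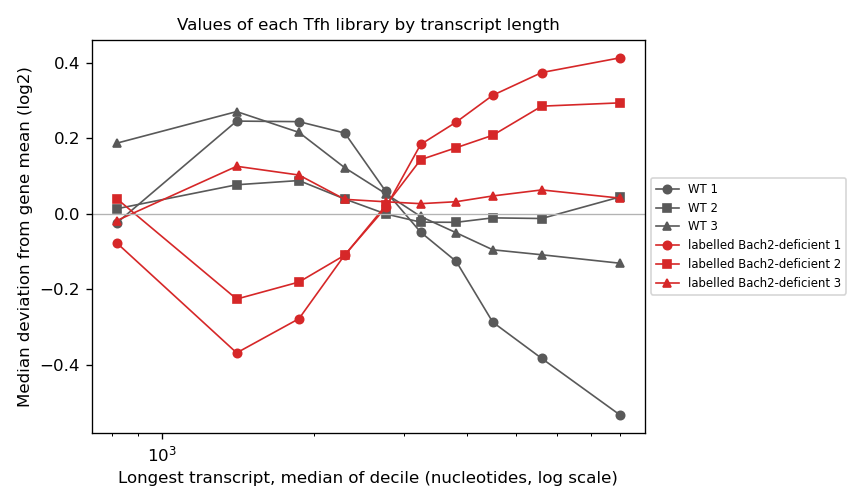
Median deviation of each library from the gene mean on the log2 scale, against the median transcript length of 10 groups of genes of rising length. Gray lines are WT libraries and red lines are libraries labelled Bach2-deficient, and in the longest group the medians run from -0.53 in WT replicate 1 to 0.41 in replicate 1 labelled Bach2-deficient.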

To further elucidate the molecular mechanisms by which Bach2 regulates Tfh cell differentiation *in vivo*, we performed RNA sequencing to compare the transcriptome between WT and *Bach2*-deficient Tfh cells. The global gene expression between WT and *Bach2*-deficient Tfh cells were highly concordant (Pearson *r*^2^ = 0.92, three replicates for each group), and key molecules known to be critical for Tfh cell differentiation, including *Cxcr5* and *c-Maf*, had similar expression in the two groups of Tfh cells. 

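Over the 11296 genes tested, Pearson's r2 between the mean log2 values of the WT libraries and of the libraries labelled Bach2-deficient was 0.873. Single WT and Bach2-deficient libraries compared one with one gave r2 from 0.623 to 0.885, with an SD of 0.0922 over the 9 pairs. Within the WT group r2 ran from 0.725 to 0.901, and within the other group from 0.836 to 0.881. The lowest values within and between groups involve WT replicate 1, and without it the pairs between groups gave r2 from 0.783 to 0.885. These correlations run across genes, which are not independent replicates. The scale and the genes moved the value. It was 0.919 without a logarithm, 0.923 with every gene above 0 in a library, and 0.841 with genes of a mean of at least 50. With single libraries left out it ran from 0.827, without replicate 3 labelled Bach2-deficient, to 0.897, without WT replicate 1.
*Cxcr5* lies on chromosome 9 of GRCm38 from 44511787 to 44561877. Its normalized count was 1699 ± 307 (SD, n = 3) in WT and 1835 ± 497 (SD, n = 3) in the libraries labelled Bach2-deficient. The log2 fold change was 0.09 (standard error 0.25, 95% confidence interval -0.47 to 0.64, limma adjusted p = 0.864), smaller than the spread between replicates and of either sign when single libraries were left out, from -0.07 to 0.33. *Maf*, the gene of c-Maf, lies on chromosome 8 from 115682942 to 115707794 and was at 3790 ± 1024 (SD, n = 3) and 5186 ± 1448 (SD, n = 3) normalized counts. Its log2 fold change of 0.45 (standard error 0.27, 95% confidence interval -0.14 to 1.05, limma adjusted p = 0.347) was likewise not separated from 0, and was 0.06 with the length and GC trend taken off. The intervals leave room for changes of up to these limits.
Of the 16 Tfh-related genes of Figure 5A, 0 passed an adjusted p of 0.05 over all genes tested and 6 had an unadjusted p under 0.05. Adjusted over the list alone, 2 passed, *Il4* and *Icos*. The log2 fold change was under 0.5 in size for 9 of the 16 genes. *Icos* fell by 1.03 on the log2 scale, from 3859 ± 1218 (SD, n = 3) to 1875 ± 563 (SD, n = 3) normalized counts, without overlap between the groups, and its limma adjusted p over all genes was 0.146. DESeq2 on the reads recovered from 5 libraries called it lower, with a log2 fold change of -1.30 and an adjusted p of 0.00169. *Bcl6* was at 426 ± 80.0 (SD, n = 3) and 716 ± 155 (SD, n = 3), a log2 fold change of 0.74 (limma adjusted p = 0.173). As a set, the 16 genes had a median log2 fold change of 0.29 and a camera adjusted p of 0.168 over 8 gene sets, and 0.188 with fry.

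**Figure D2:**
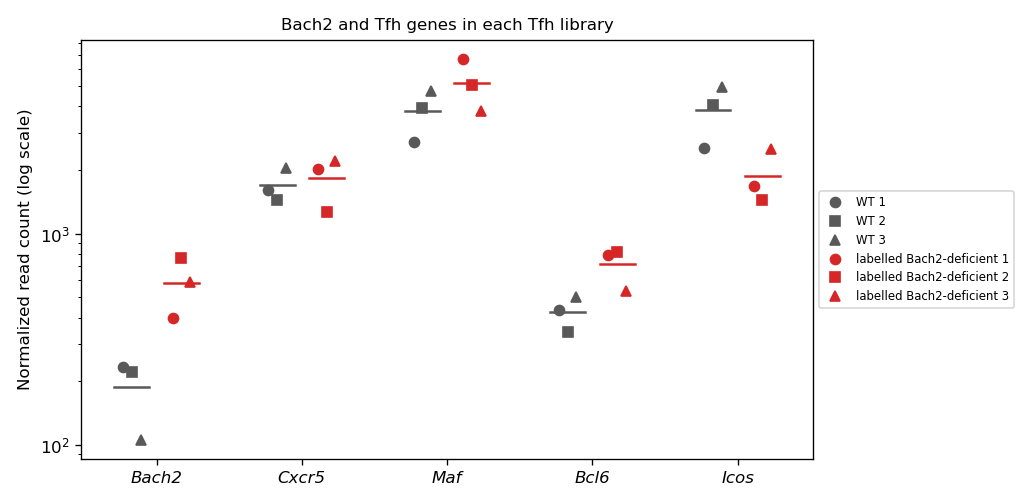
Normalized read counts, on a log axis, of *Bach2* and 4 genes of the Tfh panel in each of the 6 libraries, with a bar at the mean of each group. The groups overlap for *Cxcr5* and *Maf* and are apart for *Bach2*, *Bcl6* and *Icos*.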

Then, we selected genes from published datasets (GEO accession codes GSE21379) that are up-regulated and down-regulated in Tfh cells relative to their expression in non-Tfh cells (38), for gene set enrichment analysis (GSEA) with our data. This analysis revealed that *Bach2-*deficient Tfh cells did not show significant enrichment for the genes up-regulated or down-regulated in the Tfh lineage (Figure 6A), further suggesting that *Bach2*-deficient Tfh cells are “true” Tfh cells. Only 356 genes were significantly (*p*_adj_ < 0.01; change in expression ≥2-fold) up-regulated and 298 genes were down-regulated in *Bach2*-deficient Tfh cells (Figure 6B). Among them, we found that *Bach2*-deficienct Tfh cells expressed higher *IL-4*, but lower IFN-γ, IL17-f, and Foxp3 at mRNA levels (Figure 6B). Moreover, the Th2 master regulator *Gata3* was also increased in *Bach2*-deficienct Tfh cells (Figure 6B). 

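With the same thresholds, an adjusted p under 0.01 and a change of more than 2-fold, limma on the deposited values of all 6 libraries called 0 genes higher and 0 genes lower in the libraries labelled Bach2-deficient. The smallest adjusted p was 0.141. At an unadjusted p under 0.05 there were 2301 of 11296 genes, where 565 would be given by chance, and 1144 of them were higher and 1157 lower. On simulated libraries of the same design, with the spread of the 5 libraries other than WT replicate 1, the same test called 136 of 200 changed genes. The simulated changes were all well past 2-fold, genes were drawn independently, and no trend in length was put in. The share called is thus not the power for changes near 2-fold, or for these 6 libraries.
The tool moved the count most among the settings fixed before the data were examined. DESeq2 was run on the reads recovered from 5 libraries, 2 WT and 3 labelled Bach2-deficient, and called 31 genes higher and 57 lower. Of these 88 genes, 87 were tested by limma, where 87 went in the same direction and 79 had an unadjusted p under 0.05. The genes were picked on 5 of the same 6 libraries, so this overlap was nearly fixed beforehand and does not back the calls. The quasi-likelihood test of edgeR on the same 5 libraries called 0 genes in either direction, with 2070 at an unadjusted p under 0.05. A weight for each library, chosen after the values were seen, gave 561 genes higher and 567 lower. It set WT replicate 1 at 0.206 and replicate 2 labelled Bach2-deficient at 5.54.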

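The gene of IL-4, *Il4*, lies on chromosome 11 of GRCm38 from 53602982 to 53618669. It was at 993 ± 384 (SD, n = 3) normalized counts in the WT libraries and at 2439 ± 484 (SD, n = 3) in the libraries labelled Bach2-deficient, a log2 fold change of 1.35 (standard error 0.28, limma adjusted p = 0.141). *Ifng*, which encodes IFN-γ and lies on chromosome 10 from 118441046 to 118445892, fell from 235 ± 110 (SD, n = 3) to 58.3 ± 29.9 (SD, n = 3), a log2 fold change of -2.02 (standard error 0.49, limma adjusted p = 0.141). *Il17f*, on chromosome 1 from 20777146 to 20790617, showed the widest difference of these genes, from 297 ± 307 (SD, n = 3) to 7.48 ± 5.07 (SD, n = 3). Its WT values were 645, 183 and 64.5, and its log2 fold change was -4.70 (standard error 0.85, limma adjusted p = 0.141). *Foxp3*, on chromosome X from 7573644 to 7595245, where genes on both strands overlap it, was at 294 ± 63.8 (SD, n = 3) and 92.8 ± 46.4 (SD, n = 3), a log2 fold change of -1.76 (standard error 0.43, limma adjusted p = 0.141). The sort did not select on Foxp3, so Foxp3-positive Tfr cells could enter the libraries. The paper's flow cytometry found the ratio of Tfh to Tfr cells shifted toward Tfh cells in these mice. A lower share of Tfr cells in the sort would also lower *Foxp3*, and was not tested here.
For each of the 4 genes the 3 libraries of one group lay outside the range of the other. Chance gives this for 10% of genes, but the paper picked these 4 from the same libraries, so that rate does not apply. With single libraries left out, the log2 fold change ran from 1.09 to 1.64 for *Il4*, from -2.40 to -1.67 for *Ifng*, from -5.50 to -3.85 for *Il17f* and from -2.12 to -1.35 for *Foxp3*. None of the 4 passed the threshold of 0.01 in limma with equal weights for the libraries. In DESeq2 on 5 libraries the adjusted p was 0.0168 for *Il4*, 0.00377 for *Ifng*, 1.29e-05 for *Il17f* and 0.00474 for *Foxp3*. *Il17a*, which lies next to *Il17f*, reached the minimum value of 10 in 2 libraries, where 3 are required, and was not tested.

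**Figure D3:**
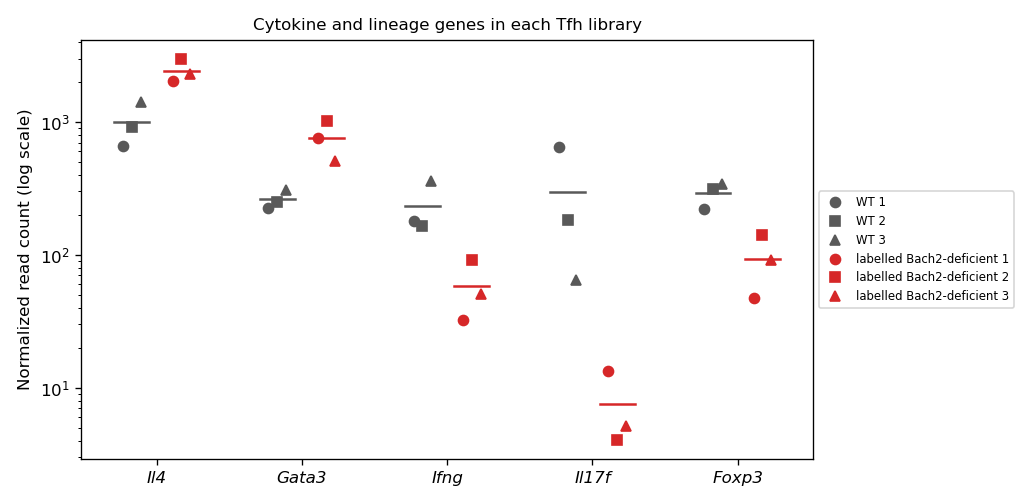
Normalized read counts, on a log axis, of 5 genes in each of the 6 libraries, with a bar at the mean of each group. *Il4* and *Gata3* lie higher, and *Ifng*, *Il17f* and *Foxp3* lower, in each library labelled Bach2-deficient than in each WT library.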

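*Gata3* lies on chromosome 2 of GRCm38 from 9857078 to 9890034, and genes on both strands overlap it. It was at 262 ± 42.0 (SD, n = 3) normalized counts in the WT libraries and at 759 ± 254 (SD, n = 3) in the libraries labelled Bach2-deficient. The log2 fold change was 1.48 (standard error 0.29, limma adjusted p = 0.141), and ran from 1.25 to 1.75 with single libraries left out. In DESeq2 on 5 libraries its adjusted p was 0.00431, past the threshold of 0.01. The paper sets these genes (Fig. 6B) beside its flow cytometry of Tfh cells that secrete IL-4 or IFN-γ (Fig. 6C,D). It takes the flow cytometry as a sign that the loss of *Bach2* skews these cells toward the subset that makes IL-4.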

Flow cytometry further revealed that *Bach2*-deficient Tfh cells contained a higher proportion of IL-4-secreting cells, but a lower frequency of IFN-γ-secreting cells, in both the MLNs and spleens (Figures 6C,D), indicating that *Bach2* deficiency promotes Tfh cells to skew toward IL-4- producing subset.

**Figure 6:**
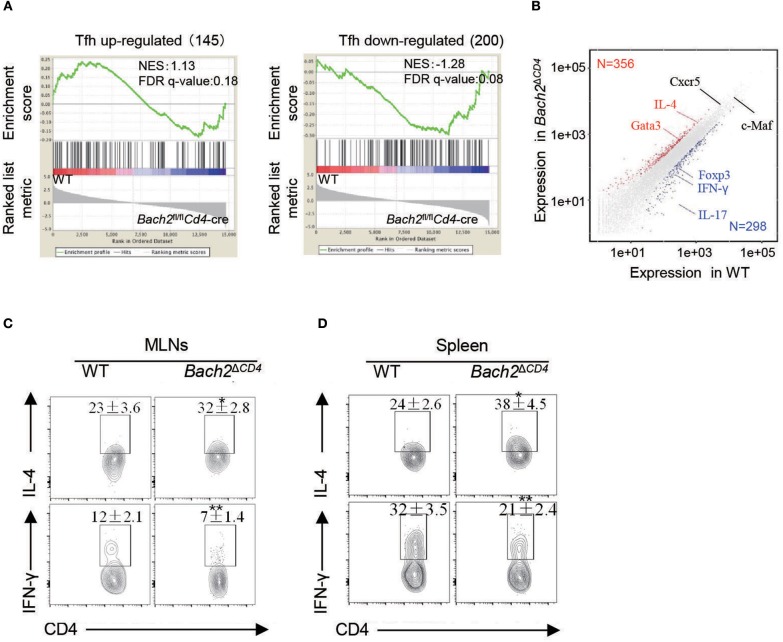
*Bach2*-deficient Tfh cells are skewed IL-4-producing subset. Two- to 3-month-old mice were used for analysis. **(A)** GSEA analysis of gene signatures up-regulated or down-regulated in Tfh cells relative to their expression in non-Tfh cells, from published data (GEO accession code: GSE21379). **(B)** Scatterplot of genes up-regulated (red) or down-regulated (blue) in *Bach2*-deficient Tfh cells vs. WT cells. Select genes of interest are labeled. **(C,D)** Representative flow cytometry plots and quantification of IL-4 and IFN-γ-secreting Tfh subsets (gated in CXCR5^+^PD-1^+^ T follicular cells) in the MLNs **(C)** and spleens **(D)**. Data are mean ± s.e.m. of two independent experiments from at least three mice per group. ^*^P < 0.05 and ^**^P < 0.01 (two-tailed *t*-test).

### Heterozygous *Bcl6* Deficiency Reduces Autoantibodies and Attenuates Pathology in *Bach2^ΔCD4^* Mice

Autoantibodies result from a breakdown of tolerance mechanisms during B cell development, from T-cell-dependent or -independent B cell activation, or as a consequence of aberrant GC reactions. BACH2 has been shown to regulate many aspects of T cell differentiation and effector functions (1). Therefore, it is important to understand whether excessive Tfh cells account for the generation of autoantibodies and autoimmunity in *Bach2*^Δ*CD*4^ mice. To this end, we crossed mice carrying *Lox*P-flanked *Bcl6* alleles with *Bach2*^Δ*CD*4^ mice to generate *Bcl6*^fl/+^*Bach2*^Δ*CD*4^ mice. The *Bcl6* heterozygosity was capable to limit the spontaneous and induced GC responses (20). As expected, the *Bcl6* heterozygosity significantly reduced the frequencies of Tfh cells and chronic GC B cells in the MLNs of *Bach2*^Δ*CD*4^ mice at 5 months of age (Figures 7A,B). The expansion of spontaneous GC B cells in the spleens of these mice was also markedly attenuated, although the reduction of Tfh cells was not significant (Figures 7A,B). We then tested whether reduction in the chronic and spontaneous GC responses in *Bcl6*^fl/+^*Bach2*^Δ*CD*4^ mice was accompanied by reduced pathology. We found that the *Bcl6* heterozygosity significantly increased the survival rate and prevented weight loss in *Bach2*^Δ*CD*4^ mice at 5–6 months of age (Figure 7C). The titers of autoantibodies are often parallel with the disease severity and activity in various autoimmune diseases (23, 24). Morbid *Bach2*^Δ*CD*4^ mice contained significantly higher titers of serum anti-dsDNA and anti-ANA antibodies when compared with the normal counterparts (Figure 7D). Although anti-dsDNA and anti-ANA antibodies were easily detected in the sera of *Bcl6*^fl/+^*Bach2*^Δ*CD*4^ mice, their titers were significantly lower than those in morbid *Bach2*^Δ*CD*4^ mice (Figure 7D).

**Figure 7:**
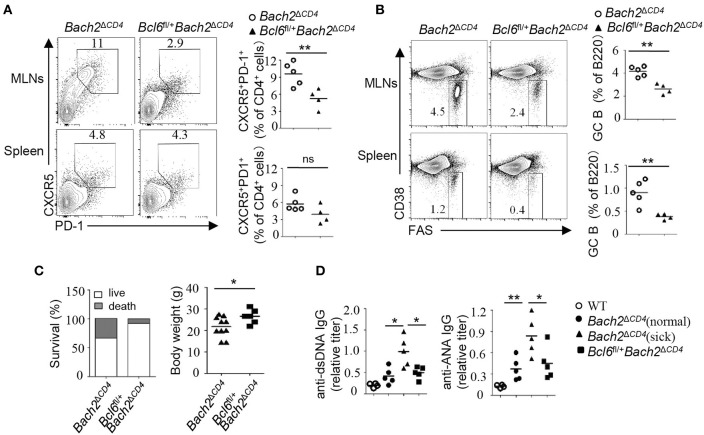
The *Bcl6* heterozygosity significantly reduced autoantibodies and pathology. **(A,B)** The frequencies of Tfh and GC B cells in the MLNs and spleens from *Bach2*^Δ^^CD4^ and *Bcl6*^fl/+^*Bach2*^Δ^^CD4^ mice. **(C)** Body weight and survival of *Bach2*^Δ^^CD4^ and *Bcl6*^fl/+^*Bach2*^Δ^^CD4^ mice. **(D)** Titers of anti-dsDNA and anti-ANA antibodies in sera from *Bach2*^Δ^^CD4^ and *Bcl6*^fl/+^*Bach2*^Δ^^CD4^ mice. All mice were analyzed at 5–6 months of age. Each symbol represents one mouse; small horizontal lines indicate the mean. ns, not significant; ^*^P < 0.05 and ^**^P < 0.01 (two-tailed *t*-test).

## Discussion

Our study gains new insights into Bach2-dependent control of humoral autoimmunity. Through our cell-type-specific *Bach2*-deletion experiments, we confirm that Bach2 expression in T cells, but not in B cells, is essential for prevention of humoral autoimmunity. Bach2 restrains accumulation of Tfh cells, especially IL-4-producing subset, under chronic antigenic stimulation and steady state. Furthermore, we provide evidences to show that Bach2 prevents humoral autoimmunity, at least in part by inhibiting the generation of pathogenic Tfh cells. More recently, two groups reported that Bach2 limits Tfh cell differentiation in response to acute stimulation of foreign antigens (39, 40). In combination with our results, Bach2 appears to be an important negative regulator during Tfh cell differentiation under various conditions. In addition to Tfh cells, Bach2 instructs the differentiation and effector functions of other T cell subsets including Treg and Th17 cells. Deregulated Treg and Th17 cells play prominent roles in autoimmunity. We observed partial loss of Treg cells in *Bach2*^Δ*CD*4^ mice. It is likely that these mice also harbor pathogenic Th17 cells. These abnormalities may significantly contribute to autoimmunity in *Bach2*^Δ*CD*4^ mice.

CXCR5 is a lineage-defining marker of Tfh cells, and Tfh cell differentiation is initiated by CXCR5 up-regulation (15, 16). Bach2 was reported to directly suppress *Cxcr5* transcription (39). This conclusion was further confirmed in our study. In addition, we found that Bach2 is capable to directly repress *c-Maf*, a key regulator of Tfh cells. c-Maf is up-regulated during Tfh cell differentiation and facilitates the expression of many Tfh-related genes including *Cxcr5, Icos, Pdcd-1*, and *IL-21* (32–34). Loss of c-*Maf* expression in the T cell compartment leads to defective development of Tfh cells in response to both antigen/adjuvant vaccinations and commensal intestinal bacteria (34). Thus, it is conceivable here that *Bach2* deficiency results in aberrant Tfh cell formation mainly *via* up-regulation of c-Maf and CXCR5. Unexpectedly, although ectopic expression of Bach2 was shown to repress Bcl6 expression in differentiated Tfh cells induced by acute immunization with protein antigen (40), Bach2 deletion had no significant effect on Bcl6 mRNA abundance in Tfh cells induced by chronic antigenic stimulation. The different results may be due to different experimental settings.

Bach2 is highly expressed in GC B cells and is required for antibody class switching and blockade of plasma cell differentiation (8, 9). In contrast, Bach2 is gradually down-regulated during Tfh cell differentiation and maintained at low levels in differentiated Tfh cells (Figure 4A). Currently, little is known about the transcriptional control of Bach2 in T cells. BCL6 may be a crucial transcriptional factor that binds to the Bach2 gene locus and suppresses its transcription (Figures 4B,C). The generation and function of Tfh cells are regulated at multiple stages. Bach2 is likely to act mainly at the early phase to limit aberrant Tfh formation. This is evidenced by the observation that *Bach2* directly suppresses c-Maf and Cxcr5 levels in non-Tfh cells, but not in Tfh cells. Low Bach2 levels may be required for Tfh cells to maintain their identity, supported by the recent finding that ectopic overexpression of Bach2 in murine Tfh cells led to a rapid loss of their phenotype and subsequent breakdown of the GC response (40). Thus, the dynamic expression of Bach2 in B cells and T cells could be crucial in instructing proper germinal center responses.

Tfh cells are heterogeneous cell populations, and some Tfh cells are capable of expressing Th1- or Th2-signature cytokines, IFN-γ or IL-4, both of which contribute to the regulation of B cell antibody class switching within GCs. However, the mechanisms regulating IFN-γ/IL-4-producing subset distribution in Tfh cells remain elusive. *Bach2*-deficient Tfh cells are skewed toward the IL-4-secreting subset, subsequently resulting in a greater proportion of IgG1^+^ and IgE^+^ B cells. To our knowledge, Bach2 is the first reported factor that regulates the balance of Tfh subsets. As the GC response evolves, differentiated Tfh cells extinguish IL-21 secretion and switch to IL-4 production (41). The switching may be repressed by Bach2 because Bach2 inhibits IL-4 expression in Tfh cells. Mechanistically, Bach2 directly binds to the regulatory region of *IL-4* to inhibit its transcription. In addition, Bach2 may indirectly suppress *IL-4* transcription *via* down-regulation of Gata3. IL-4-secreting Tfh cells can originate from Th2 cells in response to chronic antigens such as helminth (42). It is possible that Bach2 specifically represses the conversion of Th2 into IL-4-producing Tfh cells in the lymphoid tissues in the presence of continuous antigenic stimulations. Further experiments are needed to test this hypothesis.

Genetic polymorphisms in the *BACH2* gene locus are associated with numerous autoimmune and allergic diseases in human. Our genetics study in mice suggests that humans carrying the genetic variations in the *BACH2* gene may develop autoimmune diseases by inducing excessive pathogenic Tfh cells. Targeting Tfh cells may represent an effective therapeutic strategy for these patients.

## Data Availability

The RNA-seq data reported in this paper have been deposited in the NCBI Gene Expression Omnibus under accession number GEO135087.

## Author Contributions

HZ and QH conducted most of the experiments and analyzed the data. MZ and ZZ conducted RNA-seq analysis. FY and CP performed immunochemistry and ELISA. CH conceived the idea for the project, supervised the study, and wrote the manuscript.

### Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[1] RicherMJLangMLButlerNS. T cell fates zipped up: how the Bach2 basic leucine zipper transcriptional repressor directs T cell differentiation and function. J Immunol. (2016) 197:1009–15. 10.4049/jimmunol.160084727496973PMC4978142

[2] FerreiraMAMathesonMCDuffyDLMarksGBHuiJLe SouefP. Identification of IL6R and chromosome 11q13.5 as risk loci for asthma. Lancet. (2011) 378:1006–14. 10.1016/S0140-6736(11)60874-X21907864PMC3517659

[3] JinYBirleaSAFainPRFerraraTMBenSRiccardiSL. Genome-wide association analyses identify 13 new susceptibility loci for generalized vitiligo. Nat Genet. (2012) 44:676–80. 10.1038/ng.227222561518PMC3366044

[4] International Multiple Sclerosis Genetics Consortium, Wellcome Trust Case Control ConsortiumSawcerSHellenthalGPirinenMSpencerCC. Genetic risk and a primary role for cell-mediated immune mechanisms in multiple sclerosis. Nature. (2011) 476:214–9. 10.1038/nature1025121833088PMC3182531

[5] CooperJDSmythDJSmilesAMPlagnolVWalkerNMAllenJE. Meta-analysis of genome-wide association study data identifies additional type 1 diabetes risk loci. Nat Genet. (2008) 40:1399–401. 10.1038/ng.24918978792PMC2635556

[6] MorrisDLShengYZhangYWangYFZhuZTomblesonP. Genome-wide association meta-analysis in Chinese and European individuals identifies ten new loci associated with systemic lupus erythematosus. Nat Genet. (2016) 48:940–6. 10.1038/ng.360327399966PMC4966635

[7] RoychoudhuriRHiraharaKMousaviKCleverDKlebanoffCABonelliM. BACH2 represses effector programs to stabilize T(reg)-mediated immune homeostasis. Nature. (2013) 498:506–10. 10.1038/nature1219923728300PMC3710737

[8] MutoATashiroSNakajimaOHoshinoHTakahashiSSakodaE. The transcriptional programme of antibody class switching involves the repressor Bach2. Nature. (2004) 429:566–71. 10.1038/nature0259615152264

[9] HuangCGengHBossIWangLMelnickA. Cooperative transcriptional repression by BCL6 and BACH2 in germinal center B-cell differentiation. Blood. (2014) 123:1012–20. 10.1182/blood-2013-07-51860524277074PMC3924924

[10] TsukumoSUnnoMMutoATakeuchiAKometaniKKurosakiT. Bach2 maintains T cells in a naive state by suppressing effector memory-related genes. Proc Nat Acad Sci USA. (2013) 110:10735–40. 10.1073/pnas.130669111023754397PMC3696756

[11] KimEHGasperDJLeeSHPlischEHSvarenJSureshM. Bach2 regulates homeostasis of Foxp3+ regulatory T cells and protects against fatal lung disease in mice. J Immunol. (2014) 192:985–95. 10.4049/jimmunol.130237824367030PMC3946995

[12] YuXLaoYTengXLLiSZhouYWangF. SENP3 maintains the stability and function of regulatory T cells *via* BACH2 deSUMOylation. Nat Commun. (2018) 9:3157. 10.1038/s41467-018-05676-630089837PMC6082899

[13] KuwaharaMIseWOchiMSuzukiJKometaniKMaruyamaS. Bach2–Batf interactions control Th2-type immune response by regulating the IL-4 amplification loop. Nat Commun. (2016) 7:12596. 10.1038/ncomms1259627581382PMC5025763

[14] KuwaharaMSuzukiJTofukujiSYamadaTKanohMMatsumotoA. The Menin–Bach2 axis is critical for regulating CD4 T-cell senescence and cytokine homeostasis. Nat Commun. (2014) 5:3555. 10.1038/ncomms455524694524PMC3988815

[15] CrottyS. Follicular helper CD4 T cells (TFH). Ann Rev Immun. (2011) 29:621–63. 10.1146/annurev-immunol-031210-10140021314428

[16] VinuesaCGLintermanMAYuDMacLennanIC Follicular helper T cells. Ann Rev Immun. (2016) 34:335–68. 10.1146/annurev-immunol-041015-05560526907215

[17] UenoHBanchereauJVinuesaCG. Pathophysiology of T follicular helper cells in humans and mice. Nat Immunol. (2015) 16:142–52. 10.1038/ni.305425594465PMC4459756

[18] VinuesaCGSanzICookMC. Dysregulation of germinal centres in autoimmune disease. Nat Rev Immunol. (2009) 9:845–57. 10.1038/nri263719935804

[19] CraftJE. Follicular helper T cells in immunity and systemic autoimmunity. Nat Rev Rheumatol. (2012) 8:337–47. 10.1038/nrrheum.2012.5822549246PMC3604997

[20] LintermanMARigbyRJWongRKYuDBrinkRCannonsJL. Follicular helper T cells are required for systemic autoimmunity. J Exp Med. (2009) 206:561–76. 10.1084/jem.2008188619221396PMC2699132

[21] VinuesaCGCookMCAngelucciCAthanasopoulosVRuiLHillKM. A RING-type ubiquitin ligase family member required to repress follicular helper T cells and autoimmunity. Nature. (2005) 435:452–8. 10.1038/nature0355515917799

[22] VaethMEcksteinMShawPJKozhayaLYangJBerberich-SiebeltF. Store-operated Ca(2+) entry in follicular T cells controls humoral immune responses and autoimmunity. Immunity. (2016) 44:1350–64. 10.1016/j.immuni.2016.04.01327261277PMC4917422

[23] ZhangXLindwallEGauthierCLymanJSpencerNAlarakhiaA. Circulating CXCR5+CD4+helper T cells in systemic lupus erythematosus patients share phenotypic properties with germinal center follicular helper T cells and promote antibody production. Lupus. (2015) 24:909–17. 10.1177/096120331456775025654980

[24] ChoiJYHoJHPasotoSGBuninVKimSTCarrascoS. Circulating follicular helper-like T cells in systemic lupus erythematosus: association with disease activity. Arthritis Rheumatol. (2015) 67:988–99. 10.1002/art.3902025581113PMC4450082

[25] MaCSDeenickEKBattenMTangyeSG. The origins, function, and regulation of T follicular helper cells. J Exp Med. (2012) 209:1241–53. 10.1084/jem.2012099422753927PMC3405510

[26] CrottyS. T follicular helper cell differentiation, function, and roles in disease. Immunity. (2014) 41:529–42. 10.1016/j.immuni.2014.10.00425367570PMC4223692

[27] LiuXNurievaRIDongC. Transcriptional regulation of follicular T-helper (Tfh) cells. Immunol Rev. (2013) 252:139–45. 10.1111/imr.1204023405901PMC3579502

[28] JogdandGMMohantySDevadasS. Regulators of Tfh cell differentiation. Front Immunol. (2016) 7:520. 10.3389/fimmu.2016.0052027933060PMC5120123

[29] YuDRaoSTsaiLMLeeSKHeYSutcliffeEL. The transcriptional repressor Bcl-6 directs T follicular helper cell lineage commitment. Immunity. (2009) 31:457–68. 10.1016/j.immuni.2009.07.00219631565

[30] NurievaRIChungYMartinezGJYangXOTanakaSMatskevitchTD. Bcl6 mediates the development of T follicular helper cells. Science. (2009) 325:1001–5. 10.1126/science.117667619628815PMC2857334

[31] JohnstonRJPoholekACDiToroDYusufIEtoDBarnettB. Bcl6 and Blimp-1 are reciprocal and antagonistic regulators of T follicular helper cell differentiation. Science. (2009) 325:1006–10. 10.1126/science.117587019608860PMC2766560

[32] BauquetATJinHPatersonAMMitsdoerfferMHoICSharpeAH. The costimulatory molecule ICOS regulates the expression of c-Maf and IL-21 in the development of follicular T helper cells and TH-17 cells. Nat Immunol. (2009) 10:167–75. 10.1038/ni.169019098919PMC2742982

[33] KroenkeMAEtoDLocciMChoMDavidsonTHaddadEK. Bcl6 and Maf cooperate to instruct human follicular helper CD4 T cell differentiation. J Immunol. (2012) 188:3734–44. 10.4049/jimmunol.110324622427637PMC3324673

[34] AndrisFDenanglaireSAnciauxMHercorMHusseinHLeoO. The transcription factor c-Maf promotes the differentiation of follicular helper T cells. Front Immunol. (2017) 8:480. 10.3389/fimmu.2017.0048028496444PMC5406410

[35] KimCJLeeCGJungJYGhoshAHasanSNHwangSM. The transcription factor Ets1 suppresses T follicular helper type 2 cell differentiation to halt the onset of systemic lupus erythematosus. Immunity. (2018) 49:1034–48.e8. 10.1016/j.immuni.2018.10.01230566881

[36] PengCHuQYangFZhangHLiFHuangC. BCL6-mediated silencing of PD-1 ligands in germinal center B cells maintains follicular T cell population. J Immunol. (2019) 202:704–13. 10.4049/jimmunol.180087630567732

[37] HatziKNanceJPKroenkeMABothwellMHaddadEKMelnickA. BCL6 orchestrates Tfh cell differentiation *via* multiple distinct mechanisms. J Exp Med. (2015) 212:539–53. 10.1084/jem.2014138025824819PMC4387288

[38] YusufIKageyamaRMonticelliLJohnstonRJDitoroDHansenK. Germinal center T follicular helper cell IL-4 production is dependent on signaling lymphocytic activation molecule receptor (CD150). J Immunol. (2010) 185:190–202. 10.4049/jimmunol.090350520525889PMC2913439

[39] GengJWeiHShiBWangYHGreerBDPittmanM. Bach2 negatively regulates T follicular helper cell differentiation and is critical for CD4(+) T cell memory. J Immunol. (2019) 202:2991–8. 10.4049/jimmunol.180162630971440PMC6504585

[40] LahmannAKuhrauJFuhrmannFHeinrichFBauerLDurekP. Bach2 controls T follicular helper cells by direct repression of Bcl-6. J Immunol. (2019) 202:2229–39. 10.4049/jimmunol.180140030833348

[41] WeinsteinJSHermanEILainezBLicona-LimonPEspluguesEFlavellR. TFH cells progressively differentiate to regulate the germinal center response. Nat Immunol. (2016) 17:1197–205. 10.1038/ni.355427573866PMC5030190

[42] Glatman ZaretskyATaylorJJKingILMarshallFAMohrsMPearceEJ. T follicular helper cells differentiate from Th2 cells in response to helminth antigens. J Exp Med. (2009) 206:991–9. 10.1084/jem.2009030319380637PMC2715032

How the deposited data were processed for this re-analysis (not part of the article)

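RNA sequencing compared Tfh cells sorted from the MLNs, in 3 samples from WT mice and 3 from *Bach2* fl/flCd4-cre mice. The authors made the deposited values by aligning reads with Tophat2, counting them per gene with HTSeq and dividing the counts by size factors, as in DESeq2. The deposited signal is thus a normalized read count for each of 14744 gene symbols and 6 libraries. The paper's text does not name the genome build, the annotation, the tool versions or how genes were selected for the table.

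From these values, log2(value + 1) was tested with limma 3.58.1 in R 4.3.3, with a trended variance, over the 11296 genes with a value of at least 10 in at least 3 libraries. All 6 libraries entered the fit, and p-values were adjusted by Benjamini-Hochberg. The thresholds, an adjusted p under 0.01 and a change of more than 2-fold, are the paper's. Gene sets were tested with camera at a preset correlation of 0.01 between genes, with fry beside it, over 8 lists of genes: the Tfh panel of Figure 5A, Th1, Th2, Th17, Treg, naive or memory T cell, proliferation and B cell genes.

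Whole reads were recovered from 5 libraries by dividing each value by the library's smallest positive value. The same division gives whole numbers for 100% of the values of WT replicate 1, whose step is 1.01. The deposited values of that library are not rounded to whole numbers, and nothing in them speaks against recovered reads. It was left out of the count tests because a rule on units, applied alike to each library, accepts no step this near a power of 10. Count tests with edgeR 4.0.16 and DESeq2 1.42.0 therefore used 5 libraries only, 2 WT and 3 labelled Bach2-deficient, and a DESeq2 fit of all 6, which the paper ran, was not run here. The recovered depth was between 5045131 and 10987752 reads per library. For named genes with high values, such as *Cxcr5* and *Maf*, counting error is small at this depth and the spread between libraries limits precision. Counting error is not small for *Il17f* in replicates 1, 2 and 3 labelled Bach2-deficient, at 13.3, 4.02 and 5.11 normalized counts. The same holds for *Ifng* in replicate 1 labelled Bach2-deficient, at 32.5 normalized counts. PCR copies were not told apart.

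Transcript length and GC content were taken from the longest transcript of each gene in GENCODE M21 on GRCm38. By symbol 14329 genes were matched, and 364 more by an older symbol. The coordinates given are of that annotation. In 1 added setting, a smooth trend in length and GC content was subtracted from each library.

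The genes named were fixed before the data were examined: each gene of the Tfh panel and of the paper's text, marker genes as checks, and the 5 genes with the largest rise and the 5 with the largest fall past the thresholds, of which there were none. Alternatives fixed at the same time were other pseudocounts, filters, normalizations, variance models, thresholds, count tests, a replicate block and leaving out each library. Library weights, voom weights, the trend in length and GC content, other DESeq2 settings and gene sets without the genes of the paper's result were added after the data were seen.

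The procedures were tested on simulated data with 11296 genes, of which 200 were changed. Limma on 6 libraries called 136 changed and 2 unchanged genes, edgeR on 5 libraries 125 and 4, and DESeq2 on 5 libraries 132 and 8. The simulated spread came from the 5 libraries with recovered reads, and so leaves out WT replicate 1. All simulated changes were well past 2-fold, genes were drawn independently, and these libraries had no trend in length. The counts of called genes therefore do not give the power for smaller changes or for the real libraries. The published lists of Tfh genes behind the paper's gene set enrichment analysis were not used here.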

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

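All tests in this part were chosen after the results were seen. Of 121 tested genes on lists of marker genes and of the paper's genes, apart from 7 the paper names in its RNA-seq result, 6 were higher in each library labelled Bach2-deficient than in each WT library, with a log2 fold change above 1 and an unadjusted limma p under 0.01. By the mirrored rule 12 genes were lower. This rule was set after values of *Bach2* had been seen, and no gene passed an adjusted p of 0.01. The lower genes were *Cxcr3*, *Nkg7*, *Ccr6*, *Ccl20*, *Tmem176a*, *Tnfrsf9*, *Capg*, *Ccr8*, *Dapl1*, *Ms4a1*, *Cd74* and *Icos*. Of these, *Cxcr3* (log2 fold change -1.86) and *Nkg7* (-1.22) are on the Th1 list, as is *Il12rb1* among the higher genes.

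*Bach2* itself was higher, with a log2 fold change of 1.68, where a deletion of the gene would lower its intact transcript. RNA from B cells is argued against, since the B cell genes had a median log2 fold change of -0.77. The trend in transcript length and GC content leaves 1.13 of the log2 fold change, no longer past the rule, so it may account for part of the rise, and whether it accounts for the whole stays open. The counts are per gene, and transcripts of the deleted gene could still be counted on the exons that are left. The mean of 584 normalized counts in these libraries cannot be told apart from such reads, since counts per exon were not used here. RNA from naive T cells stays open, since their genes had a median log2 fold change of 0.18 with members going both ways. A swap of all 6 labels is argued against, since *Il4*, *Ifng* and *Foxp3*, 3 of 3, went the way the paper's flow cytometry of other cells gives for the proteins, with no overlap between groups (log2 fold changes of 1.35, -2.02 and -1.76). A swap of fewer labels as the whole cause is argued against too, if the deletion lowers the count. It would leave libraries with the right label in each group, with *Bach2* lower in the deficient ones. Instead *Bach2* was at 399, 763 and 591 in the libraries labelled Bach2-deficient, and at 233, 222 and 105 in the WT libraries. With single libraries left out, the log2 fold change of *Bach2* stayed between 1.31 and 1.93. An effect of the genotype on the gene's own transcription was not tested.

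*Il17rb* rose with a log2 fold change of 2.34 and *Satb1* with 1.76. The trend in length and GC content as the whole cause is argued against, since 2.57 and 1.46 were left once it was taken off. *Il12rb1*, of the Th1 list, rose with 1.92 and kept 1.49, just short of the rule on p, so the trend stays open. *Jund* rose with 1.09 and *Egr1* with 1.49, and 0.71 and 0.79 were left, so the trend stays open for both. Handling of the cells before lysis also stays open for *Egr1* and *Jund*, since the 8 other immediate early genes tested had a median log2 fold change of 0.28, with 5 higher and 3 lower. A difference due to genotype stays open for all of these genes.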

How the results depend on the processing

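The count of genes past the paper's thresholds was 0 in either direction under other pseudocounts, filters, normalizations, variance models and thresholds, the replicate block, edgeR on 5 libraries, voom weights, with the length and GC trend removed, and in each of the 6 fits that left out one library, from 0 to 0 higher and from 0 to 0 lower. With 2301 genes at an unadjusted p under 0.05 in the 6-library fit, the fits that left out a library gave 1074 to 3070. Without replicate 3 labelled Bach2-deficient, 507 genes passed an adjusted p of 0.05, against 0 in each other such fit. DESeq2 on 5 libraries gave 31 genes higher and 57 lower. Settings added after the data were seen gave 32 and 62 with its default independent filtering, 37 and 57 with the deposited size factors, and 561 and 567 with library weights. The cause was not tested.

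*Il4*, *Ifng*, *Il17f*, *Foxp3*, *Gata3*, *Maf* and *Bach2* kept their direction in each setting run, and *Cxcr5* did not. *Bach2* had a log2 fold change of 1.81 in DESeq2 (1.84 with deposited size factors) and 2.36 with library weights, now past the threshold, as did *Ifng* at -2.18 (-2.15) and -1.83, *Il17f* at -4.17 (-4.14) and -4.10, *Foxp3* at -1.84 (-1.81) and -1.44, and *Gata3* at 1.40 (1.44) and 1.71. *Il4* passed with library weights only, at 1.23. Leaving out single libraries gave 1.31 to 1.93 for *Bach2*, 1.09 to 1.64 for *Il4*, -2.40 to -1.67 for *Ifng*, -5.50 to -3.85 for *Il17f*, -2.12 to -1.35 for *Foxp3*, 1.25 to 1.75 for *Gata3*, 0.23 to 0.65 for *Maf* and -0.0661 to 0.33 for *Cxcr5*, none past the threshold. *Icos* also passed in DESeq2, at -1.30 (-1.27 with deposited size factors), and at -1.58 with library weights, where 10 of the other 19 named genes, *Icos* among them, passed an adjusted p of 0.01. *Cxcr5* changed sign in 3 of these fits and was at -0.40 with library weights.

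Among the other named genes, the sign turned for *Ascl2* (-0.15 in edgeR, -0.18 in DESeq2 with either filtering, -0.14 with deposited size factors, -0.44 with library weights), *Lef1* (0.10 with quantile normalization), *Stat3* (-0.14) and *Stat5a* (-0.40) with the length and GC trend removed, and *Ptprc* (-0.0234 in DESeq2 with either filtering, -0.0718 with library weights). Leaving out single libraries gave -0.13 to 0.36 for *Ascl2*, -0.14 to 0.10 for *Lef1* and -0.0506 to 0.40 for *Stat5a*.

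At the preset correlation, the adjusted p was 0.00203 for Th17, 0.0249 for Treg, 0.0249 for proliferation, 0.0243 for B cell and 0.0497 for Th1 genes, all lower. None held under fry (0.173, 0.173, 0.493, 0.173 and 0.483) or an estimated correlation (0.432, 0.432, 0.476, 0.432 and 0.476), where the correlation was estimated at 0.685 for the proliferation genes. None held without replicate 3 labelled Bach2-deficient (0.110, 0.117, 0.103, 0.117 and 0.141). Th1 was also above 0.05 with pseudocount 0.5 (0.0537), median rescaling (0.0524), no variance trend (0.122), edgeR (0.0586), library weights (0.668) and without the named genes (0.179). Treg was at 0.0845 without the variance trend, 0.117 with library weights and 0.0837 without the named genes. Proliferation was at 0.0624 with quantile normalization, 0.0876 without the variance trend, 0.163 in edgeR, 0.1002 in DESeq2 with either filtering and 0.115 with deposited size factors. B cell genes were at 0.117 with library weights and 0.0636 with the length and GC trend removed. Th2, higher at 0.0629, passed 0.05 with no filter (0.0206), a mean of at least 50 (0.0431), DESeq2 (0.00177, and 0.00191 with deposited size factors), library weights (0.0276) and the trend removed (0.0148). The Tfh panel passed only with quantile normalization (0.0303). With single libraries left out, the adjusted p ran from 3.96e-08 to 0.110 for Th17, from 0.00128 to 0.117 for Treg, from 1.04e-05 to 0.277 for proliferation, with 3 of the 6 fits above 0.05, from 4.39e-05 to 0.153 for B cell, from 0.000734 to 0.148 for Th1, from 0.00906 to 0.500 for Th2, from 0.0614 to 0.500 for the Tfh panel and from 0.280 to 0.857 for naive or memory genes, whose direction turned in 2 fits.

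The r2 between group means ran from 0.792 as the median of single pairs to 0.923 without a filter, and from 0.827 to 0.897 with single libraries left out. The median of single pairs moved by less than the SD of 0.0922.

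No sign of pairing by replicate number was seen: the deviations of same-numbered libraries correlated at -0.07, 0.12 and -0.04. Those of differently numbered libraries ran from -0.145 to 0.117. So few libraries cannot exclude pairing. The fit with the replicate block gave 0 genes in either direction, log2 fold changes of 1.35 for *Il4* and 1.68 for *Bach2*, each with an adjusted p of 0.219, and changed no call.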

Differences from the paper's values

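The paper reports 356 genes higher and 298 genes lower in Bach2-deficient Tfh cells, against 0 and 0 here with limma on all 6 libraries, where 2301 genes had an unadjusted p under 0.05. None of the alternatives set before the data were examined closed the gap. The nearest was DESeq2 on the reads recovered from 5 libraries, with 31 genes higher and 57 lower. The paper's test was DESeq2 on the counts of its libraries, and a fit with WT replicate 1 was not run. Library weights, chosen after seeing the values, passed the paper's counts with 561 genes higher and 567 lower. DESeq2 with its default independent filtering (32 and 62) or the deposited size factors (37 and 57), also chosen after seeing the values, did not reach them.

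The paper lists *Il4*, *Ifng*, *Il17f*, *Foxp3* and *Gata3* among the genes past its thresholds, and limma with equal library weights called none of them, at an adjusted p of 0.141 each. Their directions were those of the paper. DESeq2 on 5 libraries called *Ifng* (0.00377), *Il17f* (1.29e-05), *Foxp3* (0.00474) and *Gata3* (0.00431) but not *Il4* (0.0168), over ranges of adjusted p across all alternatives of 0.00231 to 0.507, 1.04e-05 to 0.507, 0.00332 to 0.507, 0.000203 to 0.507 and 0.000559 to 0.507. Library weights, chosen after seeing the values, called all 5.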

Other observations

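The tests in this part were chosen after the results were seen, apart from the counts of splits for gene sets.

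The real grouping of the 6 libraries was set against each of the 10 splits into 3 and 3, where a share under 0.1 cannot be had. As many genes past the paper's thresholds, 0, were found in 10 of the 10 splits for higher and in 10 of the 10 for lower genes. With a real count of 0 this had to be so, and it says nothing about the grouping. At an unadjusted p under 0.05, 1 of the 10 splits, the real one, gave as many as 2301 genes, and the next gave 1433. A camera p as small as the real one was given by 3 of the 10 splits for Th17, 2 for Treg, 5 for proliferation, 3 for B cell, 4 for Th1, 4 for Th2, 4 for the Tfh panel and 9 for naive or memory genes.

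Lists of genes of other T helper lineages had medians of either sign in the libraries labelled Bach2-deficient, but none had an adjusted fry p under 0.05. The median log2 fold change was -0.65 for 11 Th17 genes, -0.38 for 13 Treg genes, -0.08 for 13 Th1 genes and 0.49 for 9 Th2 genes. The sort did not exclude Foxp3-positive cells, so a lower share of them stays open for the Treg genes. Of these lists, 1 Th2 gene, *Il4*, is also in the Tfh panel. Without the genes of the paper's result, Th17 had a median of -0.46 and an adjusted camera p of 0.0240. Th2 then had a median of 0.05 and an adjusted camera p of 0.802. The Th2 list went both ways, with *Il17rb* (log2 fold change 2.34) and *Il1rl1* (2.07) above *Gata3* and *Il4*, and *Ccr8* (-1.56) and *Il10* (-1.38) lower. *Il1rl1*, *Ccr8* and *Il10* were singled out after their values were seen.

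Longer transcripts were higher in the libraries labelled Bach2-deficient, with a median log2 fold change of 0.48 in the longest of 10 groups of genes by length. The shortest group was at -0.07, and groups 2 and 3 counted from the short end were lower, at -0.34 and -0.29. Libraries of the same genotype differed in this way too: rho with length was 0.288 for replicate 1 minus replicate 3 labelled Bach2-deficient and 0.178 for WT replicate 2 minus 1. Such differences are consistent with recovery of cDNA that depends on length and differs between single libraries. An effect of genotype cannot be told apart from it, since the exact permutation p of 0.1 is the smallest that 3 libraries against 3 allow.

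WT replicate 1 had the fewest genes above 0, at 11648. Lower depth is argued against, since the library with the fewest reads, replicate 1 labelled Bach2-deficient, had 13111. Of the genes with a mean of at least 20 in the other libraries, 3.38% were at 0 in WT replicate 1, against at most 0.365% for any other library. A candidate explanation is few starting molecules in that library. No biological explanation was tested.

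Replicate 3 labelled Bach2-deficient was closer to WT replicates 2 and 3 (mean r of 0.941) than to its own group (0.923), but not to WT replicate 1 (0.854), and over all 3 WT libraries the mean r was 0.912, below that of its own group. The pair of WT replicates was singled out after the values were seen. The trend in length and GC content as the cause of the closeness to these 2 libraries is argued against, since a gap of 0.0133 in the same direction was left once it was taken off. WT cells mixed into the library stay open: 20 genes at least 4-fold lower in the other libraries of the group than in each WT library lay at a median of 0.280 of the way to WT, but these genes were chosen for the pattern. A difference between the mice was not tested.

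Transcripts of MHC class II genes were abundant in all libraries, with *Cd74* between 3251 and 13382 normalized counts. RNA from myeloid cells is a candidate source, since 5 of 10 myeloid genes had a value of at least 300 in each library, with *Cst3* between 2634 and 4446, though *Itgam* was at 31.5 or less. B cells as the only source cannot be told apart, since the highest value of 9 B cell genes was 369, in *Cd79b*, and the level that a given share of B cells would need is not known here. Hemoglobin transcripts were found mainly in WT replicate 2 and in replicate 3 labelled Bach2-deficient, with *Hbb-bs* at 306 and 1157, and *Cd8a* was between 48.4 and 269. All libraries had *Ddx3y* between 960 and 1646 and *Xist* at 6.70 or less.

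Proliferation genes were lower as a set, with a median log2 fold change of -0.59. The trend in length and GC content as the whole cause is argued against, since the adjusted camera p was 0.0300 once it was taken off. The set did not hold in 3 of the 6 fits that each left out one library: without WT replicate 1 (0.277), and without replicate 2 (0.111) or replicate 3 (0.103) labelled Bach2-deficient. It did not hold under fry (0.493) either.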
